A study of Xenopus tropicalis with 5 samples. Its data were reported in "Developmental mRNA m5C landscape and regulatory innovations of massive m5C modification of maternal mRNAs in animals" (2022).

How the data were processed

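RNA was isolated from X. tropicalis stage 0 embryos, polyadenylated RNA was selected and bisulfite converted, and paired-end libraries were sequenced. The 5 libraries were assigned to RNA inputs by the labels, with 2 libraries of 100 ng and 1 each of 5, 10 and 20 ng. The labels do not say at which step the input was measured. The protocol given for every library states that at least 100 ng was converted and that 20 ng of converted RNA was fragmented, which conflicts with the lower inputs. Input therefore means the labelled amount throughout.

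According to the study's methods, the authors trimmed adapters, read ends and low-quality bases with cutadapt and Trimmomatic. Reads were mapped to the genome converted in silico with HISAT2, and the rest to the converted transcriptome with Bowtie2. Genome and gene models were the Xenbase X. tropicalis assembly that the study names in its methods. Versions of these tools are not repeated here. Only high-quality bases were used, reads with many remaining cytosines were removed, and sites in conversion-resistant genes were excluded. Sites were called by a one-sided binomial test against the conversion rate of the gene, and replicates were combined by Stouffer's method. Mapping to a converted reference and the read filter on remaining cytosines can lower the number of sites in dense clusters and the level at them. Coordinates are given as in the authors' files, which do not state whether positions count from 0 or from 1. No sequence around the sites was analysed here, so sites were not divided by motif or by genic location.

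The authors deposited for each site the coverage, a count of reads with C or T at the position. They also deposited the m5C level, a fraction of those reads that were unconverted, and a p-value of the site call. The level is printed here as a percentage. Every listed site had at least 20 reads and a level of at least 10%, and the largest listed p-value was 0.000892. The deposited p-values served only as a description. Because the 2 libraries of 100 ng were deposited as 1 set of values, no SD, no comparison of the replicates and no result without either of them could be given.

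The number of unconverted reads was obtained as level times coverage, which was whole to within 2.6e-05 reads at every site. Sites were matched between lists by chromosome, position and strand. Gene names and identifiers were those in the files. Of the 6394 gene symbols in the 100 ng list, 6013 (94.0%) were also in the reference gene table, which was used for no other purpose.

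Shares have exact Clopper-Pearson intervals at 95%, medians have order-statistic intervals, and correlations and mean differences have bootstrap intervals from 1000 resamples of sites. Reads carry no molecular identifiers here, so intervals of shares and of levels at single sites cover counting error only. Intervals of medians, correlations and mean differences cover the sampling of sites only. Levels of pairs of lists were compared at sites with at least 50 reads in both. This minimum follows the description of the input comparison in the study. A further minimum of 10% in at least 1 sample was met by every listed site. The two-sided Fisher's exact test was run per site on unconverted and converted reads, with Benjamini-Hochberg adjustment within each of the 6 pairs of lists and a threshold of 0.05. It compares libraries and not conditions.

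The test was tested on simulated data, with reads drawn at the real coverages, with 100 sites shifted by 10 points and 100 by 20 points. The shifted sites were drawn only from those with an intermediate level at 100 ng, where binomial sampling varies most. For 5 ng against 100 ng (7923 sites), 23% of the smaller and 72% of the larger shifts were called, with 0 of 7723 unchanged sites. For 10 ng (7385 sites) these were 33% and 75%, with 1 of 7185 unchanged sites, and for 20 ng (8018 sites) 24% and 71%, with 4 of 7818 unchanged sites. When reads were simulated with a variance 1.5 times that of binomial sampling, 57, 46 and 45 unchanged sites were called, and a test that multiplies the variance by the estimated factor called 2, 4 and 5. This second test was therefore added. It is a normal test per site with the binomial variance multiplied by 1.42, the mean over the 3 pairs of lower inputs at sites of at least 30% and at least 50 reads.

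Named sites and genes were chosen by a rule written before the data were examined. The rule took the 3 sites with the highest level at 100 ng among those with at least 50 reads in every list. It also took the 3 sites with the largest absolute mean difference from 100 ng among those called in at least 1 lower input with the same direction in all 3, and the 3 genes with the most sites in the 100 ng list. Alternatives fixed before the data were examined were coverage minimums of 20, 50 and 100 reads, a level minimum of 20%, read-weighted levels, the sites of each own list, Spearman's rho, a minimum difference of 10 points, other selections of sites by level, and thinning the 100 ng reads at each site to the coverage of the lower input. The variance factor and the selection of sites by the 2 other lists were added after seeing the data. Directions shared by the lower inputs were set beside 100 simulations, and calls shared by them beside 20, in which all lists had the same levels and the reads had the variance factor of 1.42. Calls of each pair were also set beside 20 simulations with the factor of that pair, and the thinning was repeated in 20 random draws. Both were added after seeing the data.

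Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. Random seeds were fixed.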

Results

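RNA bisulfite sequencing (RNA BS-seq) was used to map 5-methylcytosine (m5C) in polyadenylated RNA of Xenopus tropicalis stage 0 embryos. Bisulfite converts unmethylated cytosines, which are then read as T, while m5C stays C. The methylation level of a site was the share of its reads that kept the C. RNA from stage 0 embryos was profiled in 5 libraries, which by their labels were 2 from 100 ng, 1 from 5 ng, 1 from 10 ng and 1 from 20 ng of RNA. The 2 libraries of 100 ng were combined by the authors into 1 list of sites, and each lower input had its own list, which gave 4 lists. No group therefore had a replicate spread, and each test below compared the reads of individual lists and not RNA inputs in general. All intervals are 95% intervals that cover counting error, or the resampling of sites, only.

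The lists held sites with at least 20 reads and a level of at least 10%, as found in the files. The fewest unconverted reads at a listed site were 5 in each lower-input list and 4 at 100 ng. Under 50 reads, 5 unconverted reads are a level above 10%, so the lowest level that was listed at a lower input rose as coverage fell. The 100 ng list held 18524 sites in 6458 genes. The lists of 5, 10 and 20 ng held 13153, 12341 and 13178 sites in 4863, 4706 and 4952 genes. The median coverage of a listed site was 183 reads at 100 ng, with quartiles of 79 and 520 reads. At 5, 10 and 20 ng the medians were 80, 80 and 83 reads. At least 50 reads covered 89.2% of the sites of the 100 ng list, 69.5% at 5 ng, 68.8% at 10 ng and 69.5% at 20 ng. In all 4 lists together there were 23009 sites, of which 8572 were in every list and 5064 in the 100 ng list alone. Raising the level minimum to 20% changed these counts most and left 9759 sites at 100 ng and 7398, 6996 and 7445 sites at 5, 10 and 20 ng.

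The first question was whether a low RNA input gave the same sites as 100 ng. Of the 18524 sites of the 100 ng list, 60.2% were found at 5 ng (exact Clopper-Pearson interval 59.5 to 60.9%), 56.9% at 10 ng (56.2 to 57.6%) and 61.3% at 20 ng (60.6 to 62.0%). The share was not ordered by input, as it was lower at 10 ng than at 5 ng. In the other direction, 84.8% of the 5 ng list, 85.4% of the 10 ng list and 86.2% of the 20 ng list were in the 100 ng list. The lower-input lists shared 9626 sites between 5 and 10 ng, 10084 between 5 and 20 ng and 9772 between 10 and 20 ng. Those were 73.2 to 79.2% of the sites of the list they were counted against. At the level of genes, 72.2%, 70.4% and 74.0% of the genes of the 100 ng list had a listed site at 5, 10 and 20 ng. Among sites with a level of at least 20% at 100 ng, the share found was 71.5% at 5 ng, 66.8% at 10 ng and 72.0% at 20 ng, the alternative that moved this result most.

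The sites found and not found differed in coverage. Sites of the 100 ng list that were found had a median coverage there of 351.5 reads for 5 ng, 387 reads for 10 ng and 350.0 reads for 20 ng. Those not found had medians of 74, 73 and 69 reads. Their median levels at 100 ng were 16.2%, 16.9% and 16.2%, compared with 24.9%, 24.8% and 24.7% for the sites found. With 20 to 50 reads at 100 ng, 8.57% of sites were found at 5 ng, 2.06% at 10 ng and 4.51% at 20 ng. With 1000 reads or more, the shares were 92.3%, 93.7% and 93.9%. All 1332 sites with at least 1000 reads and a level of at least 20% at 100 ng were listed at 5, 10 and 20 ng alike (interval 99.7 to 100%). At these deep sites the median ratio of lower-input to 100 ng coverage was 0.199 at 5 ng, 0.206 at 10 ng and 0.240 at 20 ng.

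**Figure D1:**
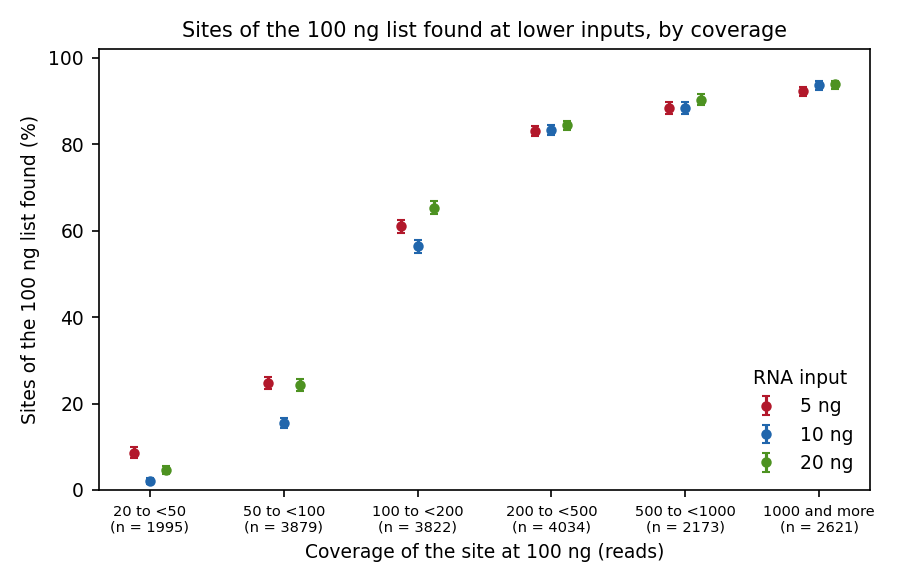
Share of the sites of the 100 ng list found at 5, 10 and 20 ng (vertical axis, percent) by the coverage of the site at 100 ng (horizontal axis, reads, with the number of sites n in each class). Points are shares and bars are exact 95% Clopper-Pearson intervals; the share at 5 ng rises from 8.57% at 20 to 50 reads to 92.3% at 1000 reads or more.

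The second question was whether the methylation levels were alike. Over the 6162 sites with at least 50 reads in every list, the median level was 25.1% at 5 ng (interval 24.5 to 25.7%), 25.6% at 10 ng (25 to 26.1%), 25.5% at 20 ng (25 to 26.0%) and 25.5% at 100 ng (24.95 to 26.2%). These intervals overlapped. The setting that moved the medians most was the use of all sites of each own list, which gave 22.2%, 22.4%, 22.2% and 20.9% in the same order. Each pair of lists was then compared over the sites with at least 50 reads in both. Across sites, which are not independent replicates, Pearson's r with the 100 ng levels was 0.973 at 5 ng (7923 sites, interval 0.972 to 0.975), 0.974 at 10 ng (7385 sites, 0.972 to 0.975) and 0.976 at 20 ng (8018 sites, 0.975 to 0.978). Spearman's rho was lower, at 0.918, 0.922 and 0.927. The lower inputs compared with each other gave r of 0.964 for 5 and 10 ng, 0.965 for 5 and 20 ng and 0.966 for 10 and 20 ng. The level was within 10 percentage points of that at 100 ng at 93.9% of sites for 5 ng, 94.3% for 10 ng and 95.01% for 20 ng. Sites below 10% in a list were absent from it, so the comparison covers only sites called in both lists.

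**Figure D2:**
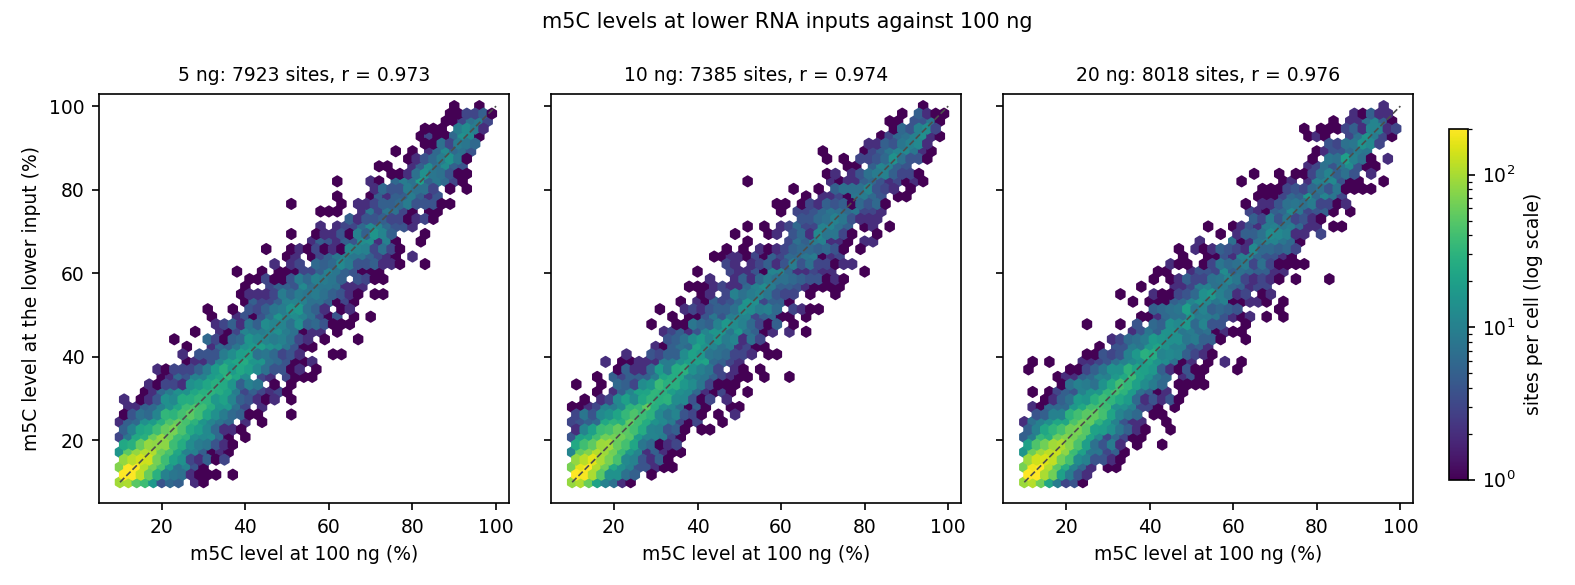
Methylation level of each site at 5, 10 or 20 ng (vertical axis, percent) against its level at 100 ng (horizontal axis, percent), for sites with at least 50 reads in both lists; colour gives the number of sites per hexagon on a log scale and the dashed line marks equal levels. Pearson's r across sites is 0.973, 0.974 and 0.976.

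The mean level difference from 100 ng was -0.414 percentage points at 5 ng (bootstrap interval over sites -0.519 to -0.299). It was -0.0087 points at 10 ng (-0.117 to 0.103) and -0.0523 points at 20 ng (-0.153 to 0.0473), where the intervals included 0. The SD of the difference over sites was 4.96, 4.93 and 4.70 points. The 5 ng levels were also lower than those of 10 ng, by a mean difference of -0.342 points (-0.480 to -0.177), and of 20 ng, with -0.311 points (-0.440 to -0.181). With a minimum of 20 reads the mean differences from 100 ng were 0.0766 points at 5 ng, 0.609 points at 10 ng and 0.397 points at 20 ng. Because each list left out levels under 10%, the differences were also computed over sites with a level of at least 20% in the 2 lower-input lists not being compared, a selection chosen after seeing the data. All 3 lower inputs were then below 100 ng, with -0.866 points at 5 ng (-1.03 to -0.701), -0.408 points at 10 ng (-0.578 to -0.229) and -0.432 points at 20 ng (-0.593 to -0.286). The 3 differences share the 100 ng list, so an offset of that list alone would put all 3 below it.

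**Figure D3:**
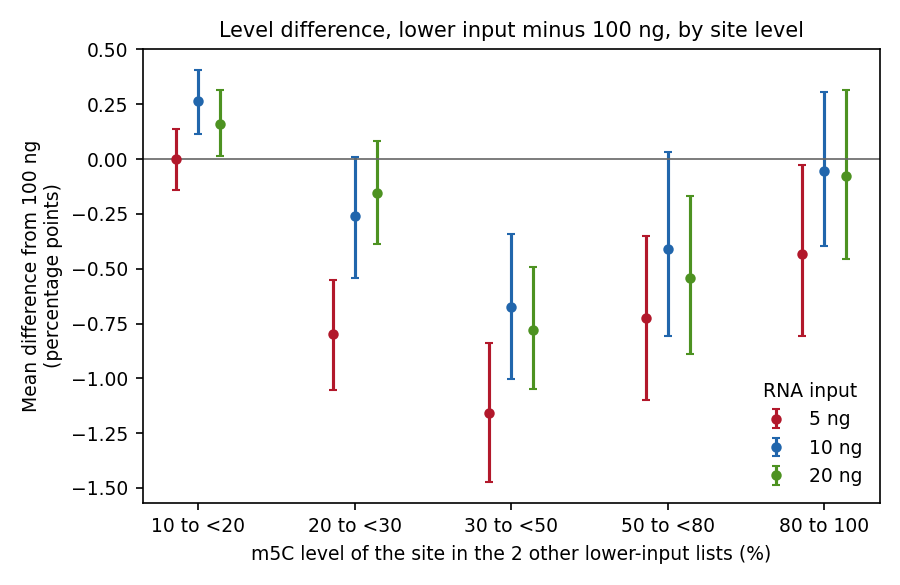
Mean level difference, lower input minus 100 ng (vertical axis, percentage points), by the level of the site in the 2 other lower-input lists (horizontal axis, percent), for sites with at least 50 reads in both lists compared; bars are 95% bootstrap intervals over sites. The 5 ng difference reaches -1.16 points at 30 to 50% and is -0.00126 points at 10 to 20%.

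Single sites were compared by a two-sided Fisher's exact test on unconverted and converted reads, with Benjamini-Hochberg adjustment over the sites of a pair and a threshold of 0.05. At 5 ng, 22 of 7923 sites differed from 100 ng, of which 3 were higher and 19 lower. At 10 ng it was 3 of 7385 sites (1 higher, 2 lower), and at 20 ng 12 of 8018 sites (3 higher, 9 lower). The unadjusted p was under 0.05 at 693 sites (8.75%), 636 sites (8.61%) and 593 sites (7.40%). Between lower inputs, 1 site differed for 5 and 10 ng, 2 for 5 and 20 ng and 3 for 10 and 20 ng, at lower combined coverage. Read counts of the lower inputs varied between libraries by a factor of 1.42 more than binomial sampling gives. When this factor was included in the test, an alternative added after seeing the data, 5 sites remained at 5 ng, 0 at 10 ng and 1 at 20 ng, all among those of the main test. At 20 ng no other setting moved the count more than this factor. At 5 ng, thinning the 100 ng reads to the lower coverage moved it about as much, to a median of 4 sites over 20 draws (1 to 15). At 10 ng a minimum of 100 reads moved the count more than the factor did, to 7 sites. In 20 simulations without any level difference and with the same factor, Fisher's test called a mean of 3.1 sites for 5 ng (0 to 13), 2.05 for 10 ng (0 to 11) and 3.6 for 20 ng (0 to 11). The count at 5 ng was above its range, that at 20 ng was barely above its range, and that at 10 ng was within its range. Against 100 ng the factor was larger, at 1.54, 1.56 and 1.43 for 5, 10 and 20 ng. In 20 simulations with these factors, also added after seeing the data, a mean of 13 sites was called for 5 ng (2 to 41), 12.2 for 10 ng (0 to 23) and 4.3 for 20 ng (0 to 13). The observed counts of 22, 3 and 12 were all within these ranges. These factors were estimated from the same differences from 100 ng that were tested, so they include any true level difference. These simulations therefore cannot tell variance between libraries from true level differences.

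In total 32 sites differed in at least 1 lower input. Of the 31 with a value in all 3 lower inputs, 26 had the same direction in each, 21 lower and 5 higher than 100 ng. The comparisons share the 100 ng reads and the sites were chosen by their difference from them, which alone makes directions alike, and no value without a level difference was simulated for called sites. Over the 6162 sites with at least 50 reads in every list, the direction was the same in all 3 lower inputs at 37.4% of sites. It was 34.3% (32.9 to 35.5%) in 100 simulations without a level difference and with the factor of 1.42. The larger factors against 100 ng were not simulated here. Extra variance in the shared 100 ng reads would itself make directions more alike, so the gap does not show a shared level difference. 4 sites were called in more than 1 lower input, compared with a mean of 0.05 (0 to 1) in the 20 simulations with the factor of 1.42, and this was not simulated with the larger factors. One of them was called in all 3. It lies in plk1 (gene5779) on chromosome 9 at position 15427224 of the minus strand and is named here after its values were seen. Its level was 44.2% at 100 ng (4982 of 11259 reads), 39.2% at 5 ng (1469 of 3747 reads), 39.8% at 10 ng (1242 of 3123 reads) and 38.6% at 20 ng (1447 of 3753 reads). The adjusted p by Fisher's exact test was 0.000248, 0.0286 and 7.68e-06. With the variance factor it was 0.0222, 0.363 and 0.00232, so the difference at 10 ng was no longer past the threshold.

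Among the 6162 sites, the 3 highest levels at 100 ng were in gusb, pwwp2b and cenpt. The gusb site (gene6776, chromosome 2, position 94070186, plus strand) had 98.5% at 100 ng (203 of 206 reads, interval 95.8 to 99.7%), 96.6% at 5 ng (56 of 58 reads), 98.1% at 10 ng (52 of 53 reads) and 94.2% at 20 ng (65 of 69 reads). The pwwp2b site (gene28059, chromosome 7, position 12595681, minus strand) had 98.4% at 100 ng (316 of 321 reads), 96.8% at 5 ng (91 of 94 reads), 95.9% at 10 ng (71 of 74 reads) and 97.0% at 20 ng (64 of 66 reads). The cenpt site (gene2742, chromosome 7, position 31037666, plus strand) had 98.3% at 100 ng (297 of 302 reads), 97.1% at 5 ng (101 of 104 reads), 93.5% at 10 ng (86 of 92 reads) and 94.1% at 20 ng (95 of 101 reads). None of these differences was significant, with adjusted p of 0.454 or more.

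The largest mean differences among the called sites with a common direction were in fbxl8, insrr and ctu1. The fbxl8 site (gene23477, chromosome 4, position 54674225, plus strand) rose from 10.9% at 100 ng (26 of 238 reads, interval 7.26 to 15.6%) to 23.2% at 5 ng (19 of 82 reads), 27.6% at 10 ng (16 of 58 reads) and 37.1% at 20 ng (23 of 62 reads, 25.2 to 50.3%). Only the 20 ng difference was significant, with an adjusted p of 0.00804 compared with 0.363 at 5 ng and 0.230 at 10 ng. The insrr site (gene32933, chromosome 8, position 110192287, plus strand) had 36.6% at 100 ng (206 of 563 reads, 32.6 to 40.7%), 21.4% at 5 ng (44 of 206 reads, 16.0 to 27.6%), 26.9% at 10 ng (39 of 145 reads) and 23.0% at 20 ng (35 of 152 reads). Its adjusted p was 0.0314 at 5 ng, 0.506 at 10 ng and 0.319 at 20 ng. The ctu1 site (gene943, chromosome 1, position 61088633, minus strand) had 71.4% at 100 ng (215 of 301 reads, 66.0 to 76.5%), 64.5% at 5 ng (111 of 172 reads), 65.2% at 10 ng (58 of 89 reads) and 49.6% at 20 ng (58 of 117 reads, 40.2 to 59.0%). Its adjusted p was 0.731 at 5 ng, 0.889 at 10 ng and 0.0300 at 20 ng. A call at one input and not at another does not show that these inputs differed from each other. With the variance factor none of the 3 sites passed the threshold, with adjusted p of 0.120, 0.391 and 0.289 in the input where each had been called. When the 100 ng reads were thinned to the lower coverage in 20 random draws, insrr was called in 0 draws, fbxl8 in 1 and ctu1 in 2.

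The genes with the most sites in the 100 ng list were kmt2b and polq with 28 sites each and col4a5 with 24. Those of kmt2b (gene1664) lay between positions 992568 and 1019828 on the minus strand of scaffold_37, had a median level of 20.5% and a median coverage of 1569.5 reads. At 5, 10 and 20 ng, kmt2b had 27, 24 and 26 sites. The sites of polq (gene5589) lay between positions 181543 and 200558 on the plus strand of scaffold_85, with a median level of 17.8% and a median coverage of 853 reads. The lower-input lists held 27, 30 and 24 polq sites. In col4a5 (gene19277), between positions 29755377 and 29807048 on the plus strand of chromosome 8, the median level was 22.7% and the median coverage 360.0 reads, and the lower inputs gave 27, 26 and 22 sites. With a level minimum of 20%, 14, 12 and 14 sites remained in kmt2b, polq and col4a5 at 100 ng. Whether sites lay in coding or untranslated parts of transcripts was not analysed here.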

Values the study reported

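For frog samples the study converted 100 to 1000 ng of polyadenylated RNA, and it isolated X. tropicalis RNA from about 200 stage 0 embryos. It does not say whether the converted amount also held for libraries of lower input. For human and mouse oocytes and embryos, where low input mattered, ribosomal RNA was removed from 100 ng of total RNA. Only the RNA left after this step was converted, so the 100 ng is not an input of polyadenylated RNA. The study compared RNA inputs with polyadenylated RNA of X. tropicalis stage 0 embryos and stated that low input gave robust results. The study's minimums for a site included a methylation level of at least 10% and a coverage of at least 20 reads. It also set minimums for unconverted reads and signal ratio and a limit on the p-value. In samples with replicates it required a site in both, with an exception for low coverage.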

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

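The variance factor, the selection of sites by the 2 other lists and the repeated draws of thinning were chosen after the data had been seen. The other settings were fixed beforehand. The mean differences at 10 and 20 ng had opposite signs under 2 of the settings, each with an interval clear of 0.

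A level minimum of 20% left 7398, 6996, 7445 and 9759 sites at 5, 10, 20 and 100 ng, fewer by construction, while a coverage minimum of 50 reads kept each count within a factor of 1.5 of the reported one. The share of the 100 ng list found rose under both of its alternatives. With at least 50 reads at 100 ng it was 66.4%, 63.5% and 68.2% at 5, 10 and 20 ng, and with a level of at least 20% there it was 71.5%, 66.8% and 72.0%. It stayed lowest at 10 ng in each case.

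The median level at 5, 10, 20 and 100 ng was 27.7%, 28.2%, 27.8% and 28.2% with at least 20 reads in every list, and 23.9%, 24.4%, 24.3% and 24.5% with at least 100 reads. The read-weighted level is a mean and was 31.1%, 31.2%, 31.2% and 31.5%, below the unweighted means of 33.1%, 33.5%, 33.5% and 33.7%. Over the sites of each own list the medians were 22.2%, 22.4%, 22.2% and 20.9%, so that 100 ng was lowest there and not over shared sites. The own lists hold different sites by construction, with at least 5 unconverted reads per site at the lower inputs and 4 at 100 ng. For the other shifts the cause was not tested.

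Pearson's r with 100 ng was 0.954, 0.952 and 0.957 at 5, 10 and 20 ng with at least 20 reads, and 0.984, 0.984 and 0.986 with at least 100 reads. Spearman's rho was 0.918, 0.922 and 0.927. The cause was not tested. A level of at least 10% in both lists, and sites chosen by the 100 ng level or by the mean of both levels, gave the reported values by construction, because the lists hold no lower level. The mean difference from 100 ng was 0.0766 points at 5 ng, 0.609 points at 10 ng and 0.397 points at 20 ng with at least 20 reads. The interval at 5 ng then included 0 (-0.0391 to 0.202). Over sites of at least 20% in the 2 other lists it was -0.866, -0.408 and -0.432 points. At 10 and 20 ng the sign therefore rested on how sites were chosen, with 0.482 to 0.740 and 0.279 to 0.518 as intervals for the 20-read minimum and -0.578 to -0.229 and -0.593 to -0.286 for the selection by other lists. Under 50 reads, the 5 unconverted reads that every listed site of the lower inputs has are a level above 10%. This raises the lowest level that can enter there, and how much of the positive differences it explains was not tested.

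Of the sites called by Fisher's exact test, 9 at 5 ng and 5 at 20 ng differed by at least 10 points, fewer by construction. A minimum of 100 reads gave 7 sites at 10 ng, where the main count was 3, and the cause was not tested. With the variance factor 5, 0 and 1 sites were called at 5, 10 and 20 ng, and with the 100 ng reads thinned to the lower coverage 6, 0 and 2, fewer by construction because both remove precision. Where the count was 0 at 10 ng, the unadjusted p was under 0.05 at 368 sites (4.98%) with the factor and 429 sites (5.81%) after thinning. Among the named sites, the call in fbxl8 at 20 ng had an adjusted p of 0.120 with the factor, insrr at 5 ng 0.391 and ctu1 at 20 ng 0.289. In the 1 draw of thinning that was planned, the adjusted p was 0.283 for ctu1, 0.0496 for fbxl8 and 0.00128 for insrr. These rest on the draw. In 20 further draws the median adjusted p was 0.398, 0.397 and 0.334, and ctu1 was called in 2 draws, fbxl8 in 1 and insrr in 0. The number of called sites ranged over these draws from 1 to 15 at 5 ng, 0 to 2 at 10 ng and 1 to 7 at 20 ng. Minimums of 20 and, where the site had enough reads, 100 reads kept the calls in fbxl8, insrr and ctu1.

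In all, 19 of the 69 settings tried on the main results left the value within its interval or count range and 50 moved it. For comparisons between lower inputs and for named sites and genes, 43 settings left the value within its range, 21 moved it and 4 took a call below the threshold.

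No paired analysis was possible because the 2 replicates of 100 ng are combined in 1 set of values and each lower input has 1 library. For the same reason the settings that leave out either 100 ng replicate, and the beta-binomial test with the variance between them, were not run. The settings on motif types and genic location were not run, since neither was analysed here. Depth limits what can be seen. At the coverages of 5 ng, 23% of simulated shifts of 10 points and 72% of those of 20 points were called. The shifts were placed at sites of intermediate level only, so most differences of 10 points were not detectable at such sites. Shifts at sites of other levels were not simulated.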

Other observations

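All tests in this part were chosen after the results they bear on had been seen. The labels of the libraries give 1 embryonic stage and differ in RNA input only, so no biological explanation was tested.

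A part of the 100 ng list was missing at each lower input. One candidate explanation is coverage or level close to the minimums of the lists. Of the sites with at least 1000 reads and a level of at least 20% at 100 ng, 100% were found at 5, 10 and 20 ng alike. This decides little, because such sites keep enough reads at every lower input to be listed. A loss of scarce molecules would spare them too, and the 2 explanations cannot be told apart from it. A model drew each site's lower-input coverage from the coverage ratios of the deep sites and its reads from a binomial distribution. It predicted that 58.1% (57.3 to 58.7% over 200 draws), 58.1% (57.5 to 58.8%) and 62.4% (61.9 to 63.0%) of the list would be found. The observed 60.2% at 5 ng was above its range, and 56.9% at 10 ng and 61.3% at 20 ng were below theirs. At 50 to 100 reads the observed share was above the predicted one by 11.8 percentage points at 5 ng, 4.30 points at 10 ng and 5.03 points at 20 ng. At 200 to 500 reads it was below, with 83.2% found and 87.0% predicted at 5 ng. At 5 ng and 200 to 500 reads, 48.2% were found and 54.4% predicted at levels of 10 to 12%, compared with 98.2% and 98.9% at 20 to 50%. At 50 to 100 reads and 20 to 50%, 33.0% were found and 17.9% predicted. This model therefore does not account for the missing sites in detail. It took the listed 100 ng level as the true one and drew reads without the variance factor. Its deviations therefore do not exclude sampling as the cause of the missing sites. What sets the deviations was not tested.

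Levels of sites at 20% and above were lower at the lower inputs than at 100 ng, most at 5 ng. The truncation of the lists at 10% is argued against by a difference of -1.16 points (-1.47 to -0.839) between 5 and 100 ng at sites of 30 to 50% in the 2 other lists, far from the minimum. More complete conversion at the lower input would lower a level in proportion to the unmethylated share, and so lower weakly methylated sites most. From the difference at deep sites of 30 to 50%, it would need -1.14 points at deep sites of 15 to 20%, where -0.252 points (-0.476 to -0.0471) was observed. The shift also went with coverage. The correlation across sites of the log2 coverage ratio, 5 ng over 100 ng, with the level difference was r = -0.132 (-0.172 to -0.0914), which has the opposite sign to that needed if sites had lost level because they lost reads. In the tertile of sites with the highest coverage ratio the mean difference was -1.49 points, and in the tertile with the lowest it was -0.202 points, a gap of -1.28 points (-1.70 to -0.868). The gap was -0.863 points for 10 ng and -0.764 points for 20 ng against 100 ng. For 10 and 20 ng compared with each other it was -0.0261 points, with an interval that included 0 (-0.511 to 0.466), and for 5 and 20 ng it was -0.211 points (-0.683 to 0.269). For 5 and 10 ng it was -0.563 points, and its interval excluded 0 (-1.05 to -0.0551). Across library pairs that share no library, the 5 to 20 ng coverage ratio and the 10 ng minus 100 ng level difference correlated weakly (r = -0.0506, -0.0906 to -0.0074). Reads without m5C, if added in like proportion at all levels, would lower a level in proportion to the level itself. From the difference at 30 to 50%, they would need -2.64 points at sites of 80 to 100% in the 2 other lists, where -0.434 points (-0.807 to -0.0285) was observed, which argues against them as the whole cause. What links the shift to coverage stays open. Whether the RNA input or the individual library preparation lies behind the -0.866 points at 5 ng cannot be told apart, because each lower input has 1 library. An offset of the shared 100 ng list cannot be excluded either.

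Read counts of the lower-input libraries differed by more than binomial sampling. At sites of at least 30%, the variance of the standardized level difference between lower inputs was 1.42 (1.36 to 1.47) times the binomial value at 20 to 50 reads and 1.39 (1.25 to 1.53) at 500 reads or more. True level differences per site would make this factor grow with coverage, to a predicted 17.7 at 500 reads or more, and are argued against as the cause between lower inputs. A constant factor is consistent with a fixed mean number of reads per molecule, as PCR copies would give. Against 100 ng the factor was 1.28 (1.18 to 1.38) at 20 to 50 reads and 2.68 (1.83 to 3.61) at 1000 reads or more for 5 ng, and 1.24 (1.16 to 1.32) and 2.07 (1.39 to 2.81) for 20 ng. For 10 ng it was 1.41 (1.31 to 1.51) and 1.87 (1.32 to 2.44), with intervals that overlapped. The source of the higher values at 5 and 20 ng was not tested.

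The coverage of the 5 ng library was spread more widely against 100 ng than that of the other two. Over sites with at least 100 reads in both lists, the SD of the log2 coverage ratio was 0.56 for 5 ng, 0.31 for 10 ng and 0.30 for 20 ng, and 0.18 for 10 ng against 20 ng. Counting alone would give an SD of 0.11 at 5 ng and is therefore too small. Different abundance of whole transcripts is argued against as the main source, because 18.1% of the variance beyond counting lay between genes and the rest within them. Within genes the ratios of 2 sites correlated at r = 0.970 when the sites were within 30 nt, at 0.682 for 31 to 100 nt, and at 0.0784 for 1001 to 10000 nt. Sites within a read length share reads, which makes the closest pairs alike. The ratio of 5 to 20 ng and the ratio of 10 to 100 ng share no library, and their correlation across 4012 sites was 0.412 (0.383 to 0.443). This is consistent with a shift of coverage along transcripts that follows the input, as a hypothesis. Sequence composition was not tested here.

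Listed sites were often direct neighbours. In the 100 ng list 305 pairs of sites were 1 nt apart and 49 pairs 2 nt apart, compared with a mean of 26.8 pairs per distance at 7 to 30 nt. The ratio of pairs at 1 nt to that mean was 11.4 at 100 ng and 11.97, 11.1 and 12.1 at 5, 10 and 20 ng. The mean at 3 to 6 nt was 12.3 pairs per distance. Stretches of RNA that resisted conversion cannot be told apart from other sources of the excess by this, because the authors removed reads with many remaining cytosines, which lowers the number of close sites. If 1 methylated base had been read at either of 2 neighbouring positions, the 2 levels could not sum to over 100%. In 41 of the 305 pairs the sum was above 100% beyond its 95% interval, which argues against it for those pairs. For the other 264 pairs the 2 possibilities cannot be told apart, because none of their sums was above 100% beyond its interval. The member of a pair with the higher level at 100 ng was also the higher one in 88.8% of 170 pairs at 5 ng, 89.2% of 158 pairs at 10 ng and 90.8% of 174 pairs at 20 ng. No sequence was used, so the share of cytosine pairs expected at each distance is not known here.

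There were 183 sites in all 3 lower-input lists and not in the 100 ng list. Levels near the 10% minimum are a candidate explanation. Of these sites, 94.5% (90.2 to 97.3%) had a pooled lower-input level under 20%, compared with 30.5% of the 8572 sites in every list. At 79 of the 183 sites the pooled 95% interval lay above 10%. Whether these are also sites near the minimum cannot be told apart from a true absence at 100 ng, because sites chosen for 10% or more in 3 lists have pooled levels that are pulled upward. The 10 sites with pooled levels of 20% or more were at a median of 91.5 reads over the 3 libraries. The highest was in plscr1 (gene23426, chromosome 5, position 117608342, minus strand), named after its values were seen, with 58.1% at 5 ng (25 of 43 reads), 63.6% at 10 ng (14 of 22 reads) and 72.7% at 20 ng (16 of 22 reads). Why these 10 sites are not in the 100 ng list was not tested. The study's rule of presence in both replicates could bear on the 100 ng list only. Without values per replicate, its part in leaving out any of the 183 sites could not be tested.

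One mitochondrial site was in every list. It lies in the small ribosomal RNA (s-rRNA) at position 909 of the plus strand. Its level was 71.6% at 100 ng (346 of 483 reads, interval 67.4 to 75.6%), 71.5% at 5 ng (148 of 207 reads), 78.2% at 10 ng (115 of 147 reads) and 72.1% at 20 ng (106 of 147 reads), and the intervals overlapped.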
